A study of Gallus gallus with 5 samples. Its data were reported in "The chicken erythrocyte epigenome" (2016).

How the data were processed

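Immature (polychromatic) erythrocytes are nucleated red blood cells in which most chromatin is condensed by linker histones. Fraction SE is the bulk chromatin that a nuclease sets free from their nuclei. Most of it precipitates once salt is raised to the physiological level. Fraction F1 holds the longer fragments (polynucleosomes) among those that remain in solution, and is the fraction in which the study looked for active genes. DNA of the fractions was sequenced. According to the labels, 3 samples are F1 (cell samples A, B and C) and 2 samples are SE (cell samples B and C). The 3 tables used here hold the domains of F1 A, F1 B and F1 C; values of the SE samples are not analysed here. Groups and the letters A, B and C were taken from the sample titles, so that F1 B and SE B come from the same cell sample.

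Per the methods of the study, single-end color-space reads were mapped to the chicken genome build galGal3 with the LifeScope software under a minimum mapping quality, and islands of read enrichment were called with SICER. SICER is a clustering caller that joins enriched windows over short gaps. Here it counted reads in steps of 1 kb and bridged at most 1 kb between enriched windows, with SE as the background, and islands were selected by false discovery rate. The methods name a pair of F1 repeats, and the same processing was assumed for all 3 F1 tables. The authors deposited, for each F1 sample separately, a table of chromosome, start, end and a score, with no header and without read counts, false discovery rates or SE values. The layout is that of a SICER island file, so the deposited score was read as the island score, a sum of window scores over the domain that rises with domain length and with sequencing depth. All starts lay on steps of 1 kb and the smallest gap between domains was 2 kb in each table. The score divided by the domain length never exceeded 1000 per kb and equalled it in 20 domains of F1 A, 7 of F1 B and 14 of F1 C. Read totals of the libraries were not used here. The number of reads behind a domain is unknown from these tables, so no counting interval or detection floor in reads can be given. The smallest score was 26.2 in F1 A, 23.6 in F1 B and 20.2 in F1 C. The precision of each value is given by the spread over the 3 samples.

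Coordinates are given 1-based in galGal3, the build named by the study. No genome sequence or gene annotation of that build was used here, so domains were not assigned to genes, exons or start sites, and the planned comparison of transcription start and termination sites was not run. The length of a chromosome was taken as the largest domain end over the 3 samples. This length lies at or below the true one, and the covered share of very short chromosomes is raised most by it. Chromosome 32 has a single domain of 1 kb in each table, so its covered share is complete by construction. Chromosomes other than those with a domain in these tables were not analysed here, and the genes that the study discusses by name were not located.

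From the deposited tables the number, length, covered share and score of the domains were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plotted with matplotlib 3.10.9. Scores were turned into z-scores within each sample, as in the study. The overlap of a pair of samples was the length inside domains of both divided by the length inside domains of either (Jaccard index). It was compared with 1000 circular shifts of the domains of one sample within each chromosome (one-sided permutation test, Benjamini-Hochberg adjustment over 3 pairs). Clustering along chromosomes was the median gap between neighbouring domains, compared with 1000 random placements of domains of the same lengths (two-sided permutation test). Chromosomes 1 to 8 and Z were macrochromosomes, and chromosomes 9 and above and W were microchromosomes, the classes used by the study. The covered share of the classes was compared by an exact two-sided permutation test over chromosomes, with the mean of the 3 samples as the value of a chromosome. Chromosomes are the units of this test, not biological replicates. Scores were compared between samples by Spearman's rho over domains that overlapped one to one, without a p-value, because domains are not independent replicates. The regions named in the report were fixed by a rule set before the data were examined. Domains of the samples were merged where they overlapped, regions with a domain in all 3 samples were kept, and the 8 with the highest mean z-score of their best domain were named, together with the region near 28 Mb of chromosome Z.

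The alternatives tried were a stricter set (domains at or above the median score of their sample, since a stricter false discovery rate cannot be set from these tables), an equal number of 8890 domains per sample, merging over gaps of 5 kb or 10 kb, other overlap and length limits, other chromosome classes, scores per kb or on a log2 scale with a pseudocount of 1, and leaving out each sample in turn. Chromosome lengths of another assembly were not used. The code was tested on simulated data. Of 20 randomly placed copies of the 9467 domains of F1 B, 0 gave an overlap or a clustering p-value under 0.05, and 20 of 20 clustered copies did so for clustering. After some of the 9467 domains were removed, the 9267 left were each paired with themselves and the overlap was recovered without error.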

Results

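To map the chromatin that is soluble at physiological ionic strength, DNA of fraction F1 was sequenced from 3 samples of chicken immature erythrocytes, and enriched domains were listed for each sample. F1 A had 8890 domains, F1 B had 9467 and F1 C had 10960 (9772 ± 1068, SD, n = 3). The domains covered 194 Mb in F1 A, 111 Mb in F1 B and 125 Mb in F1 C. These lengths were 18.9%, 10.8% and 12.2% of the summed length of the chromosomes and linkage groups, which was 1029 Mb. The median island score was 266 in F1 A, 88.2 in F1 B and 54.1 in F1 C. Island scores rise with sequencing depth, which is unknown from these tables, so raw scores were not compared between samples.

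The domains were mostly short, with a tail of broad domains. The median domain length was 11 kb in F1 A and 7 kb in both F1 B and F1 C. In F1 A, 22.2% of the domains (1970) were at least 30 kb long. The share was 8.47% (802 domains) in F1 B and 7.75% (849 domains) in F1 C, and the mean was 12.8% ± 8.1 (SD, n = 3). Broad domains made up more of the covered length than of the domain number. They held 64.1% of the covered length in F1 A, 36.0% in F1 B and 34.2% in F1 C. The longest domain measured 333 kb in F1 A, 191 kb in F1 B and 286 kb in F1 C. Domains longer than 150 kb numbered 58 in F1 A, 4 in F1 B and 6 in F1 C. The difference between F1 A and the other samples is a difference between single samples and has no replicate check. The labels list SE only for cell samples B and C. Which SE sample served as the background of F1 A is unknown. The share of broad domains moved most when domains were merged over gaps of 10 kb or less, which gave a mean of 27.1%.

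**Figure D1:**
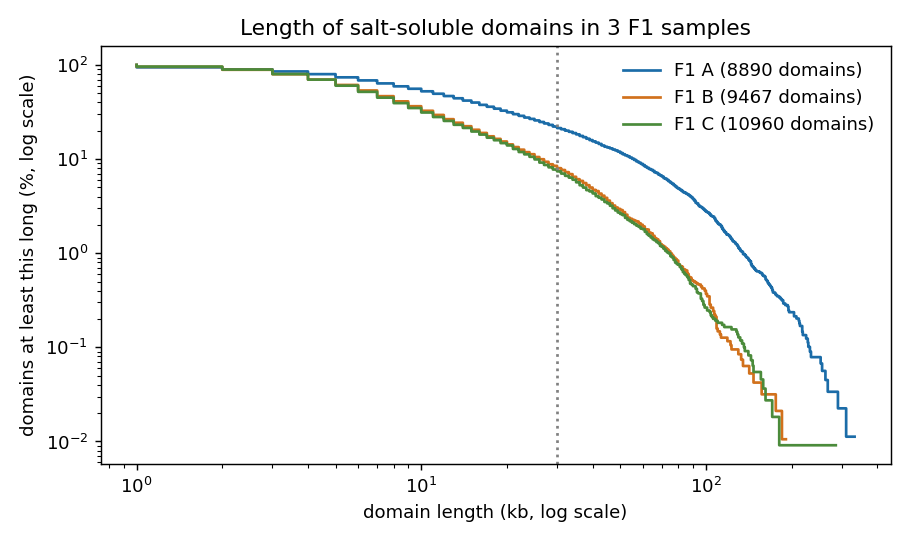
Share of domains (y axis, %, log scale) at least as long as the length on the x axis (kb, log scale) in F1 A, F1 B and F1 C, with a dotted line at 30 kb. At 30 kb the curve of F1 A lies at 22.2%, above F1 B at 8.47% and F1 C at 7.75%, and the curves of F1 B and F1 C run close together.

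Whether the biological repeats gave similar domains was assessed by the overlap of the called sets. The study showed a pair of F1 repeats and described their profiles as similar. The labels do not tell which of the 3 F1 samples these were. The length shared by F1 A and F1 B was 50.2% of the length covered in either sample. The value was 35.1% for F1 A and F1 C and 50.7% for F1 B and F1 C. When the domains of one sample were shifted along their chromosomes, the mean overlap was 10.8%, 12.3% and 11.2% for the same pairs, and the highest overlap in 1000 shifts was 14.6%. The overlap therefore exceeded every shift for each of the 3 pairs (permutation test, one-sided, adjusted p = 0.001, the smallest that 1000 shifts can give). The mean over the pairs was 45.4%. Leaving out F1 B moved it most, to 35.1%, and the stricter set lowered it to 40.8%.

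The overlap was not symmetric. Of the length covered in F1 B, 91.7% lay inside domains of F1 A, whereas 52.6% of the length covered in F1 A lay inside domains of F1 B. F1 A contained 66.4% of the length covered in F1 C. By number, 93.1% of the F1 B domains and 68.9% of the F1 C domains were overlapped by a domain of F1 A. Domains that met no domain in either other sample made up 22.6% of F1 A (2013 domains), 0.80% of F1 B (76 domains) and 27.2% of F1 C (2978 domains). Merging the domains of the samples gave 11286 regions, of which 4034 (35.7%) held a domain in each of the 3 samples. The length inside domains of all samples was 72.4 Mb, which is 7.04% of the summed length.

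The enrichment of shared domains was then compared between repeats. Over 3838 domains that overlapped one to one in F1 A and F1 B, Spearman's rho of the island scores was 0.69. It was 0.35 over 4477 domains in F1 B and F1 C and 0.21 over 3089 domains in F1 A and F1 C. These values are across domains, which are not independent replicates. Requiring a reciprocal overlap of at least 50% raised them to 0.84, 0.52 and 0.66, respectively, over 2203, 3573 and 1750 domains. That limit keeps pairs of similar length, and scores rise with length, so part of the rise may follow from it. For the score per kb of all one-to-one pairs, rho was 0.69 in F1 A and F1 B. It was 0.36 both in F1 B and F1 C and in F1 A and F1 C. The pair F1 A and F1 B thus ranked domains more alike than the pairs with F1 C under each of these settings. Longer domains had higher scores, with a rho of length and score of 0.85 in F1 A, 0.68 in F1 B and 0.75 in F1 C. The score is a sum over windows, and for the score per kb the rho fell to 0.40 in F1 A, 0.016 in F1 B and 0.0033 in F1 C.

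**Figure D2:**
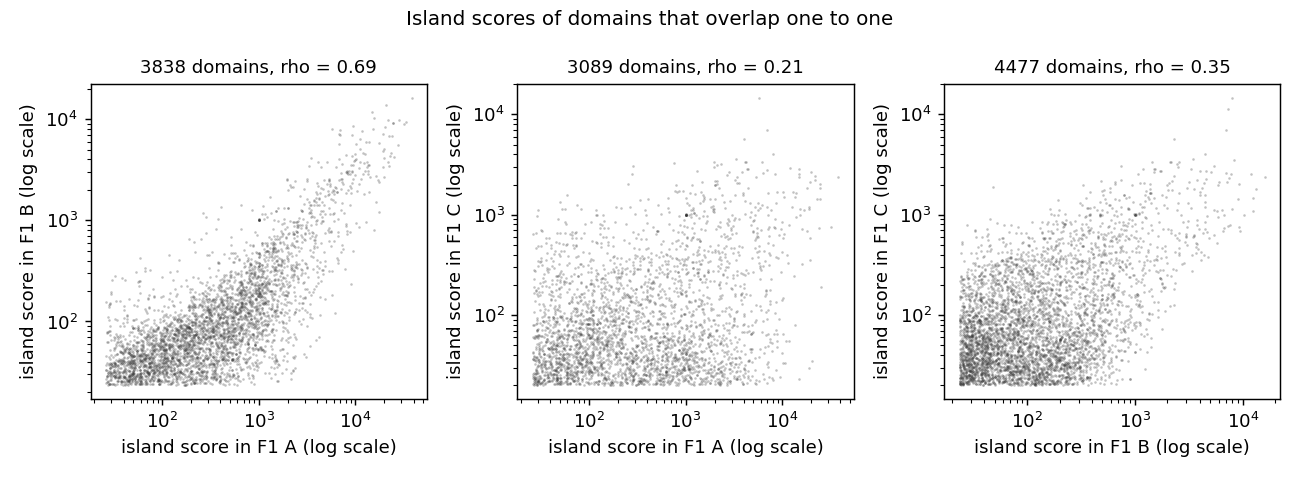
Island scores (both axes, log scale) of domains that overlapped one to one, one point per domain, for F1 A and F1 B (left), F1 A and F1 C (middle) and F1 B and F1 C (right). Spearman's rho was 0.69, 0.21 and 0.35, and the points are tightest for F1 A and F1 B.

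The chicken karyotype has large macrochromosomes and many small microchromosomes, and the density of salt-soluble chromatin was compared between them. On average over the 9 macrochromosomes, 10.99% ± 3.74 (SD over chromosomes) of a chromosome lay inside domains. The value was 41.6% ± 21.7 over the 21 microchromosomes. The difference of 30.6 percentage points was larger than expected from regrouping the chromosomes (exact permutation test, two-sided, p = 0.000312). Without chromosome 32, whose length here is that of its only domain, the microchromosome mean was 38.6% ± 17.6 and the difference was 27.6 points (exact permutation test, two-sided, p = 7.59e-05). Each sample showed the difference by itself, also without chromosome 32, with 26.4 points in F1 A, 25.2 points in F1 B and 31.3 points in F1 C. Pooled over the length of a class, the covered share of microchromosomes was 2.31 times that of macrochromosomes in F1 A, 3.36 times in F1 B and 4.08 times in F1 C.

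The ranges of the classes did not overlap in the mean of the samples, nor in F1 B or F1 C. In F1 A they did, with 24.2% on chromosome 8 and 23.4% on chromosome 11. In the mean, macrochromosomes lay between 5.82% on chromosome Z and 17.7% on chromosome 8. Microchromosomes lay between 18.4% on chromosome 11 and, apart from chromosome 32, 89.9% on chromosome 16. Chromosome 16 is represented by only 0.427 Mb, so this value rests on few domains. Among microchromosomes longer than 1 Mb, chromosome 26 had the highest coverage, 65.0% ± 7.29 (SD, n = 3), followed by chromosome 28 with 55.4% ± 5.62 (SD, n = 3). When domains were counted per Mb, chromosome 32 alone decided the outcome. With it the difference was 59.4 domains per Mb and did not pass the exact permutation test (two-sided, p = 0.30). Without it the difference was 12.8 domains per Mb (exact permutation test, two-sided, p = 0.00037).

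**Figure D3:**
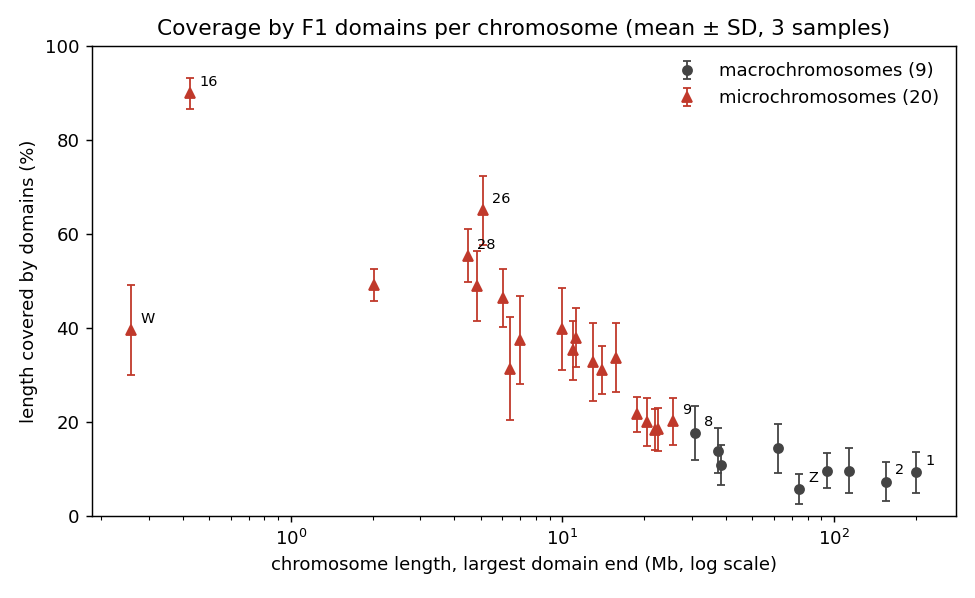
Share of each chromosome inside F1 domains (y axis, %, mean ± SD of the 3 samples) against chromosome length (x axis, Mb, log scale), with macrochromosomes as circles and microchromosomes as triangles. Chromosome 32 is left out. Macrochromosomes lie between 5.82% and 17.7%, and all microchromosomes lie above them.

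The spacing of domains along the chromosomes was compared with random placement. The median gap between neighbouring domains was 10 kb in F1 A, 15 kb in F1 B and 11 kb in F1 C. Random placement of domains of the same lengths on the same chromosomes gave mean values of 56.8 kb, 56.5 kb and 44.7 kb. The observed gap was shorter than in any of 1000 placements in each sample (permutation test, two-sided, p = 0.002, the smallest that 1000 placements can give). Within 10 kb of another domain lay 71.8% of the domains of F1 A, 61.9% of F1 B and 66.3% of F1 C. At the other end of the scale, stretches of at least 500 kb without a domain numbered 438 in F1 A, 479 in F1 B and 439 in F1 C (452 ± 23, SD, n = 3). They added up to 452 Mb ± 17 (SD, n = 3). The longest such stretch measured 3758 kb in F1 A, 3818 kb in F1 B and 4453 kb in F1 C. Merging domains over gaps of 5 kb or less moved the clustering most, to median gaps of 40 kb, 33 kb and 30 kb against random means of 96.3 kb, 84.5 kb and 76.6 kb.

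On chromosome Z, the study singled out a strongly enriched region with genes of the male hypermethylated (MHM) locus. It presented them among genes whose salt-soluble chromatin was limited to the gene start. Domains were not assigned to genes here, so that class was not tested. The strongest domain within a window of 1 Mb centred on 28 Mb spanned Z 27916001 to 27973000 in F1 A, 27919001 to 27958000 in F1 B and 27924001 to 27956000 in F1 C. This domain measured 57 kb in F1 A, 39 kb in F1 B and 32 kb in F1 C. In each sample it was thus longer than the 30 kb from which domains were counted as broad. Its z-score was 5.68 in F1 A, 19.9 in F1 B and 6.40 in F1 C (10.6 ± 8.0, SD, n = 3). It ranked 55th of 8890 domains in F1 A, 2nd of 9467 in F1 B and 9th of 10960 in F1 C. By score per kb the same domain ranked 44th in F1 A, 11th in F1 B and 64th in F1 C. By island score it was the strongest domain of chromosome Z in F1 A and F1 B, and the third in F1 C. The merged region Z 27916001 to 27973000 held 1 domain in F1 A, 2 in F1 B and 3 in F1 C. The values of F1 B and F1 C are therefore those of its strongest part. The study attributed dips in its profiles of this region to a gap in the genome sequence. Whether that gap divided the domains was not examined. In F1 C the strongest domain of this chromosome lay at Z 71591001 to 71877000, with a z-score of 84.7. In the same region the best domain had a z-score of 1.84 in F1 A and 3.44 in F1 B.

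**Figure D4:**
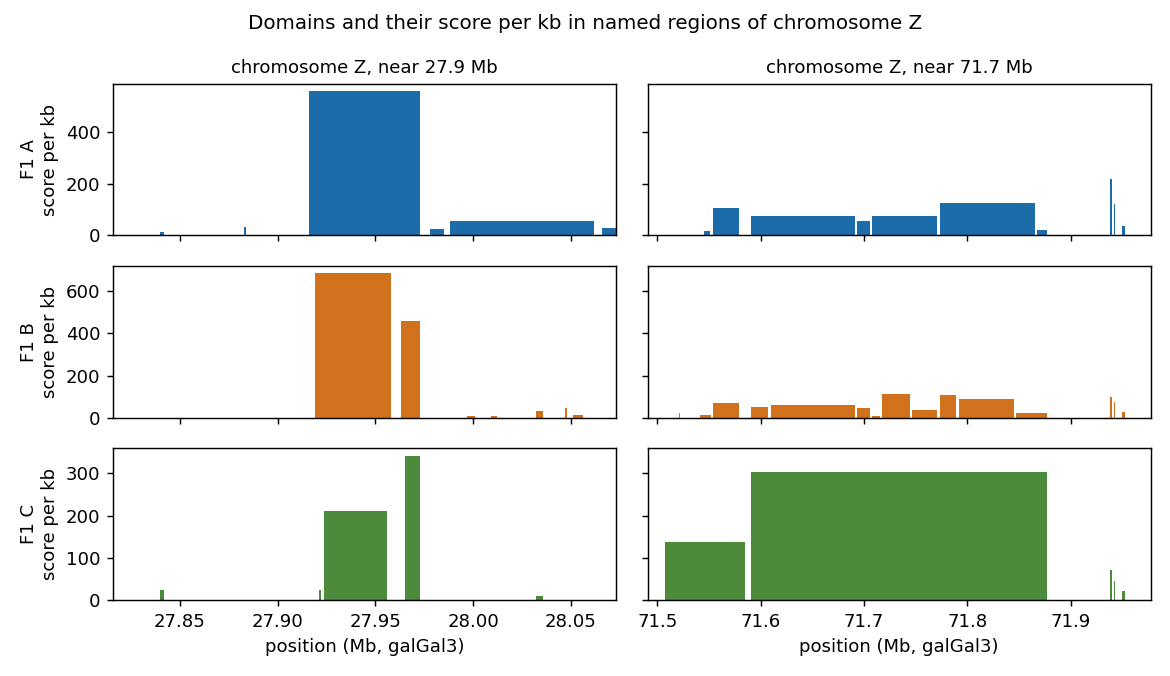
Domains as bars, each as wide as the domain (x axis, Mb, galGal3) and as high as its score per kb (y axis, own scale for each sample), in F1 A (top), F1 B and F1 C (bottom), for chromosome Z near 27.9 Mb (left) and near 71.7 Mb (right). Within F1 A the domain of highest island score near 27.9 Mb (557 per kb) exceeds the average of the region near 71.7 Mb (89.95), as within F1 B (685 and 65.8). Within F1 C the same domain (211) lies below that average (304).

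Apart from these, 6 further regions had the highest mean z-scores among those found in all samples. A region of 202 kb on chromosome 13 (17834001 to 18036000) had z-scores of 16.96 in F1 A, 19.9 in F1 B and 2.21 in F1 C. A region of 259 kb on chromosome 9 (21039001 to 21298000) had z-scores of 18.4, 12.0 and 3.37 in the same order and held the strongest domain of F1 A. A second region on chromosome 9 (15952001 to 16378000) had z-scores of 8.25, 16.7 and 2.64. On chromosome 1, the region 199334001 to 199544000 had z-scores of 8.63, 14.7 and 4.95. Its best domain ranked 19th, 4th and 12th, which gave it the best mean rank of all 4034 shared regions. On linkage group E22C19W28_E50C23, the region 641001 to 770000 had z-scores of 9.29, 13.5 and 1.995. On chromosome 17, the region 500001 to 603000 had z-scores of 1.75, 9.67 and 36.0. The mean z-scores of the chromosome 17 region and of the region near 71.7 Mb of chromosome Z rested on F1 C, and by mean rank they stood 53rd and 64th among the shared regions. Without the region near 71.7 Mb, the z-score scale of F1 C, the inverse of the SD of its scores, would be 70.0% larger.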

Values the study reported

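The study reported 9466 islands with a false discovery rate below 0.1. It placed a very high F1 enrichment on chromosome Z at approximately 28,000,000. It gave a domain length of 33 kb for the β-globin locus, 60 kb for the α-globin gene HBA, 86 kb for CA2, 46 kb for FTH1, 22 kb for NCOA4 and 154 kb for ARIH1. It put the chromatin with dynamically acetylated histones at about 1–2 % and anticipated that the salt-soluble part would be about as large.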

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

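The test on domain-free sequence beyond the last domain was chosen only after the coverage of the linkage groups was seen. Both linkage groups that stood outside the comparison of chromosome classes carried a signal. Domains covered 60.9% ± 5.2 (SD, n = 3) of linkage group E22C19W28_E50C23, of which 895 kb are represented, with 20 domains in F1 A, 29 in F1 B and 38 in F1 C. Domains covered 82.3% ± 12.0 (SD, n = 3) of linkage group E64, of which 49 kb are represented. No values of the SE control were used here, so the level in control chromatin is unknown.

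A technical explanation is that the length of these short sequences was taken from the largest domain end, so that domain-free sequence beyond it is left out. Among stretches of 895 kb of microchromosome that end at a domain end, 18.8% of 9581 were covered as much as E22C19W28_E50C23. Among all stretches of this length, wherever they end, the share was 10.3%. Both values show only that some stretches of microchromosome are this rich in domains. To bring E22C19W28_E50C23 down to the 29.3% pooled over microchromosomes, 965 kb without a domain would have to be missing. Of the microchromosome positions, 3.68% lay that far beyond the last domain end of any sample, which is below the limit of 5% set for this test. The lengths of the microchromosomes were also taken from their largest domain end, so domain-free sequence beyond it was not counted. The share may therefore be too low, and the test cannot decide whether the length estimate accounts for the coverage. A domain-rich stretch remains possible. For stretches of 49 kb, the share covered as much as E64 was 22.1% for those that end at a domain end and 9.99% for all. E64 would need 88.8 kb, and 28.6% of positions lay that far, so its coverage could come from the length estimate. No biological explanation was tested.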

How the results depend on the processing

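The alternatives were set before the data were examined, except for those on the number of domains, the covered length, the named regions, the length and score relation without each sample, chromosome 32 and the random placements at least 2 kb apart, which were chosen afterwards. In total 96 alternative values were computed, of which 82 stayed within the limit for their kind and 14 did not. For a result with a test the limit was the same direction and the same side of the threshold, for a value without a test a move of less than the spread between samples, and for the number of domains and the number of named regions kept a factor of 1.5. Of these 14, 4 concern the median domain length and the choice of named regions. Some of the 82 could not have come out otherwise. Leaving a sample out of a mean over the 3 samples always moves it by less than their SD. This fixed the outcome for covered length, share of broad domains, length and score, and the chromosome Z domain. For overlap and clustering, leaving out a sample reused the p-values of the main test, so those outcomes were fixed as well. The overlap between samples kept its side of the threshold in all 15 alternatives and the clustering in all 8. The difference in covered share between micro- and macrochromosomes kept it in every alternative but the count of domains per Mb, where the value was 59.4 domains per Mb (exact permutation test, two-sided, p = 0.30). Chromosome 32, with 1 domain on 1 kb, caused this, since the p-value without it was 0.00037.

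The mean number of domains was 6316 after merging over gaps of 5 kb or less and 4886 in the stricter set, which by definition keeps the upper part of the scores. The share of domains of at least 30 kb rose from 12.8% to 25.6% in the stricter set, to 22.3% after merging over gaps of 5 kb or less and to 27.1% after merging over gaps of 10 kb or less. The share of broad domains thus depends on the gap over which domains are joined. The share of at least 20 kb was 20.9%. The share of at least 30 kb was 8.11% without F1 A, 14.95% without F1 B and 15.3% without F1 C. The mean was lowest without F1 A. Leaving a sample out of a mean over 3 always moves it by less than the SD of the samples. These moves therefore could not exceed the limit. The mean rho of scores between samples rose from 0.42 to 0.67 when a reciprocal overlap of at least 50% was required, and it ran from 0.21 to 0.69 across the 3 fits that each left out one sample, the highest being the fit without F1 C. The reciprocal limit keeps pairs of similar length, so part of that rise may follow from it. For the score per kb the mean rho between samples was 0.47. The rho of length and score fell from 0.76 to 0.14 for the score per kb. In the stricter set, domains of at least 30 kb were 44.3% of 4445 in F1 A, 16.9% of 4734 in F1 B and 15.5% of 5480 in F1 C. The set thus kept nearly all of the 1970, 802 and 849 broad domains and left out shorter ones. Its higher share of broad domains therefore follows from selecting by a score that rises with length. The cause of the other changes was not tested.

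Of the 8 named regions, 5 remained among the top 8 by mean rank, 7 by the z-score of log2 scores, 6 without F1 A, 4 without F1 B and 6 without F1 C. Depth is unknown from the tables, and read totals of the libraries were not used here, which limits any statement on weak domains in single samples. The 3 samples give no test of a difference between one sample and the others. No paired analysis was possible because values of the SE samples, which share cell samples B and C with F1, were not used here. The comparisons at transcription start and termination sites and with lengths of another assembly were not run.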

Other observations

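The tests on the score threshold and on random placement for F1 A, on the distal region of chromosome Z, on breaks, on single-window domains, on chromosome ends and on domains found only in F1 C were chosen only after the pattern was seen.

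The share of the summed chromosome length inside domains was 14.0% ± 4.3 (SD, n = 3). That is higher than the value quoted from the study above. The measures differ, since one is a share of length inside called domains and the other a share of chromatin.

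Domains of a single 1 kb window were unusual in their place. Of the 507 single-window domains of F1 A, 66.7% lay on chromosome Z, and the share was 58.4% of 423 in F1 B and 54.3% of 433 in F1 C, a mean of 59.8% ± 6.3 (SD, n = 3). Longer domains lay on chromosome Z in 5.99% ± 1.67 (SD, n = 3), and this chromosome holds 7.25% of the summed length. On chromosome Z, 75.7%, 76.9% and 76.6% of the single-window domains of F1 A, F1 B and F1 C were in the distal part beyond the midpoint. At exactly the same window, 159 single-window domains recurred in all samples, against at most 1 in 1000 sets of shifted domains, so random calls do not account for them. Of these, 127 were on chromosome Z. Their median score per kb was 2.16 times that of the other single-window domains in F1 A, 1.64 times in F1 B and 1.96 times in F1 C. It was at least 3.22 times the median of all domains in each sample, but the smallest score in a table already puts every single-window domain at 1.48 times the median of all domains or more in F1 B and 2.10 times or more in F1 C, so this comparison is partly fixed in advance. A candidate explanation is high-copy sequence counted at one window. Another is that reads of other sequence were placed on chromosome Z, for example from chromosome W, of which 259 kb are represented here. The birds of the study were female and carry chromosome W. Neither can be told apart from narrow soluble chromatin without the genome sequence and the SE values. The hypothesis is that many of these narrow calls may not be salt-soluble domains.

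The smallest possible gap between domains, 2 kb, often recurred at the same position. On average over the 6 ordered pairs of samples, 18.1% of these breaks were found at identical coordinates in another sample, against at most 1.31% after shifting, and 81.9% were not. Shifting moves breaks out of the shared domains, so it cannot rule out drop-out of reads. Domains were therefore joined over the 2 kb gaps, and the breaks of the other sample were placed at random within its own joined domains. Of the breaks inside joined domains of the other sample, a mean of 35.2% met a break there, compared with 2.76% for random placement. The share was above each of 1000 placements in all 6 ordered pairs. Breaks spread evenly within domains do not explain the recurrence, but drop-out that favours weak windows was not tested. Breaks between domains that both had a score per kb above the sample median recurred more often (28.3%) than other breaks (11.8%). This direction holds for each of the ordered pairs. The comparison was not limited to breaks inside joined domains of the other sample. The median score per kb of domains found in both other samples was 49.4 in F1 A, 18.9 in F1 B and 11.9 in F1 C. For domains found in no other sample it was 10.9, 14.0 and 6.66. Breaks between strong domains thus had more chance to recur, whatever their source. Windows without mappable sequence may be a source of such breaks and would then divide broad domains artificially. A reproducible chromatin boundary would give the same pattern, and the tables cannot tell these apart. For the MHM region of chromosome Z, the study attributed dips in F1 enrichment to a gap in the genome sequence. Whether other breaks have this source was not examined. In all samples together, 174 breaks were shared.

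The broader domains of F1 A were examined against F1 B. Of the 1970 F1 A domains of at least 30 kb, 69.0% spanned 2 or more F1 B domains and 36 spanned none. Of the 1934 that met any F1 B domain, 70.3% spanned 2 or more, whereas stretches of the same lengths placed at random on F1 B domains of the same chromosome did so in a mean of 73.6%, and none of 1000 placements gave a lower share. Domains of at least 30 kb also fell below their placements in the other 5 ordered pairs, for example 27.6% against 72.1% for F1 B over F1 A, 34.3% against 73.9% for F1 C over F1 A and 50.1% against 75.0% for F1 C over F1 B. Random placement is therefore a poor reference for real domains and leaves the question open. F1 A domains bridged F1 B domains more often (70.3%) than the reverse (27.6%), but this partly restates that domains were longer in F1 A, and why they were longer cannot be told from it. Domains found only in F1 A had a median score per kb 0.220 times that of F1 A domains found in both other samples. This is consistent with weaker chromatin being called in F1 A, but domains found only in F1 B or only in F1 C were also weaker than the shared ones of their sample (0.740 and 0.558 times), so a lower score is not particular to F1 A. A difference in depth was not tested, nor was the SE background, as no SE sample of cell sample A is listed. The study lists read counts for the sequencing tracks it shows, but they were not used here. Whether a higher score limit would account for the difference stays open. Among the 2803 F1 A domains of highest score per kb, which cover the same length as the F1 B domains, 48.2% were at least 30 kb long. The test was first run with domains ranked by total score, which gave 83.7% of 1780 domains. Neither version can settle the matter. The total score favours long domains by construction, the score per kb also rises with length in F1 A (rho 0.40), and leaving out weak domains does not shorten or split those that are kept.

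Domains found in a single sample were examined by score and by chromosome class. Those found only in F1 C had a median score per kb 0.558 times that of F1 C domains found in both other samples, so weak calls near the score minimum may account for part of them. Of the 2978 domains found only in F1 C, 40.4% lay on microchromosomes, much like the 40.0% of F1 C domains found in both other samples. Of the 2013 found only in F1 A, 20.1% did, below the 39.5% of F1 A domains found in both others. Of the 76 found only in F1 B, 14.5% did, compared with 40.8% of F1 B domains found in both others. In the stricter sets the shares were 49.5% of 824 for F1 C only and 26.7% of 195 for F1 A only, a difference of 22.8 percentage points, against 47.5% and 41.8% of those found in both others. The stricter set of F1 B had 1 such domain, too few for a share. Domains found in one sample were thus fewer on microchromosomes than shared ones in F1 A and F1 B, and not in F1 C. Chromosome 24 held 98 of the F1 C-only domains and 3 of the F1 A-only domains. The cause was not tested. These are differences between single samples and have no replicate check.

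The region near 71.7 Mb of chromosome Z held 3.79% of the summed score of F1 C, 0.141% of that of F1 A and 0.430% of that of F1 B. After scaling to the summed score, its ratio of F1 C to the mean of the others was higher than in 97.2% of the 4034 shared regions, and 110 regions had a higher ratio. The region was chosen for its score in F1 C, so this percentile cannot tell a local change from the overall level of F1 C. Leaving the region out would enlarge the z-score scale of F1 C, the inverse of the SD of its scores, by 70.0%, so z-scores in F1 C depend strongly on this region. A gain of copies, a repeat or a difference between the pools of birds could each be behind it, and none of these was tested.

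Coverage near chromosome ends gave a negative result. In the outer 2 Mb of macrochromosomes the mean coverage was 24.1%, compared with 10.5% in the rest, and the outer part was higher on 7 of 9 macrochromosomes. The difference of 13.6 points did not pass an exact sign-flip permutation test over chromosomes (two-sided, n = 9, p = 0.074, adjusted p = 0.15 over 2 comparisons). The stretch from 2 to 5 Mb differed from the interior by 3.23 points (exact permutation test, two-sided, p = 0.24), higher on 5 of 9. The pattern rests mainly on chromosomes 1, 2, 4 and 5, with differences of 43.4, 22.8, 29.9 and 27.4 points. In single samples the unadjusted p-values of the same exact permutation test were 0.094 in F1 A, 0.078 in F1 B and 0.031 in F1 C. Since the outer part was higher on only 7 of 9 macrochromosomes, the difference may belong to a few chromosomes.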
